# Comprehensive Network Analysis of Anther-Expressed Genes in Rice by the Combination of 33 Laser Microdissection and 143 Spatiotemporal Microarrays

**DOI:** 10.1371/journal.pone.0026162

**Published:** 2011-10-26

**Authors:** Koichiro Aya, Go Suzuki, Keita Suwabe, Tokunori Hobo, Hirokazu Takahashi, Katsuhiro Shiono, Kentaro Yano, Nobuhiro Tsutsumi, Mikio Nakazono, Yoshiaki Nagamura, Makoto Matsuoka, Masao Watanabe

## Abstract

Co-expression networks systematically constructed from large-scale transcriptome data reflect the interactions and functions of genes with similar expression patterns and are a powerful tool for the comprehensive understanding of biological events and mining of novel genes. In *Arabidopsis* (a model dicot plant), high-resolution co-expression networks have been constructed from very large microarray datasets and these are publicly available as online information resources. However, the available transcriptome data of rice (a model monocot plant) have been limited so far, making it difficult for rice researchers to achieve reliable co-expression analysis. In this study, we performed co-expression network analysis by using combined 44 K agilent microarray datasets of rice, which consisted of 33 laser microdissection (LM)-microarray datasets of anthers, and 143 spatiotemporal transcriptome datasets deposited in RicexPro. The entire data of the rice co-expression network, which was generated from the 176 microarray datasets by the Pearson correlation coefficient (PCC) method with the mutual rank (MR)-based cut-off, contained 24,258 genes and 60,441 genes pairs. Using these datasets, we constructed high-resolution co-expression subnetworks of two specific biological events in the anther, “meiosis” and “pollen wall synthesis”. The meiosis network contained many known or putative meiotic genes, including genes related to meiosis initiation and recombination. In the pollen wall synthesis network, several candidate genes involved in the sporopollenin biosynthesis pathway were efficiently identified. Hence, these two subnetworks are important demonstrations of the efficiency of co-expression network analysis in rice. Our co-expression analysis included the separated transcriptomes of pollen and tapetum cells in the anther, which are able to provide precise information on transcriptional regulation during male gametophyte development in rice. The co-expression network data presented here is a useful resource for rice researchers to elucidate important and complex biological events.

## Introduction

Recent developments in high-throughput microarray, next-generation sequencing, proteomic analysis, and the accumulated functional genomics data across species have enabled us to utilize integrated large-scale data of gene-expression, protein-protein interaction, and phenotype. There is now an increasing need for integrated analysis at a system biology level, to gain an understanding of the complex relationships between gene-product interactions and biological events (e.g. phenotype). An *in-silico*-derived co-expression network is constructed from large-scale gene expression profiles, and is based on the assumption that genes with similar expression patterns are likely to interact with each other at the molecular or physiological level. In some model plants as well as animals, this strategy has been broadly used to predict integrated networks in association with protein-protein interaction data [1], the structural information on metabolic pathways [2]–[4], and the functions of gene products [5].

To date, a model plant, *Arabidopsis thaliana*, has been subjected to thousands of microarray experiments and the results have been deposited in publicly-available online databases [6]. By using these very large expression datasets, high-resolution co-expression networks have been constructed and these are available as online information resources in *Arabidopsis*. Such useful information resources have enabled *Arabidopsis* researchers to identify novel factors involved in cell wall synthesis [3], [4] and the aliphatic glucosinolate biosynthesis pathway [5]. On the other hand, in a model crop for the grass family, rice (*Oryza sativa*), there are few resources for co-expression network analysis, because of inadequate proliferation of available rice microarray datasets derived from various different platforms and a low number of datasets with few examples of publicly available data [7]. Moreover, in rice, there have been fewer case studies to estimate the effectiveness of co-expression networks, compared to those in *Arabidopsis*. Thus, a reliable large-scale study of co-expression network analysis is required to drive forward rice research at this time.

Male gametophyte development might be a good target for co-expression network analysis in rice, because pollen transcriptome can be easily and precisely analyzed using larger rice flowers than those in *Arabidopsis.* In flowering plants, pollen development takes place within a male reproductive organ, the anther, and is controlled precisely by four sporophytic cell layers of the anther (tapetum, middle layer, endothecium and epidermis), which surround the gametophytic pollen grains [8]. After differentiation of the male germline, pollen mother cells form tetrads of haploid microspores via meiosis, and the tetrad microspores are connected to each other by a callose wall. Tapetum cells play an important role in degradation of the callose wall, which allows the microspores to be released into the anther locule. The released microspores subsequently mature into pollen grains through cell division and pollen wall formation. During the course of pollen maturation, the tapetum starts to degenerate and provides the various materials for pollen wall formation on the surface of pollen grains. So far, by using in situ hybridization [9]–[15] or microarrays [16], [17], many genes expressed in anthers have been identified in *Arabidopsis* [9], [13], [17], *Brassica napus* [10], rice [11], [12], [14], and *Lotus japonicus* [15], [16]. These studies have revealed the complex patterns of gene expression in both the gametophytic pollen/microspore and sporophytic tapetum cells, which are different but influence each other; consequently, it has been difficult to analyze the precise regulatory interactions of gene expression between pollen and tapetum by examination of the whole anther transcriptome In this context, transcriptome data from separated pollen and tapetum cells are necessary to compare with the large sets of other microarray data in order to achieve co-expression network analysis of male gametophyte development in plants. Recently, we have performed transcriptome analysis using 44 K microarrays with RNAs extracted independently from pollen and tapetum cells within the rice anther by laser microdissection (LM) technology [18], [19].

By using our LM-microarray [18], [19] and other publicly available microarray datasets [7], in this study, we have conducted comprehensive co-expression analysis and constructed the co-expression subnetworks responsible for two important biological events during anther development, meiosis and pollen wall synthesis. The meiosis network contained many putative meiotic genes as well as known meiotic genes, which could play meiotic roles such as meiosis initiation and recombination. Furthermore, from the pollen wall synthesis network, we efficiently identified several candidate genes involved in the sporopollenin biosynthesis pathway. Taken together, our co-expression network has the potential to be a powerful resource to dissect various important biological events and/or to isolate novel genetic factors regulating development and differentiation of the male reproductive organ in plants at a system biology level. In addition, this study is an important development as it is one of the few demonstrations of the efficiency of co-expression network analysis in rice.

## Results

### Dataset content

We have previously conducted 44 K agilent LM-microarray analysis of the microspore/pollen and tapetum cells of *japonica* rice, *Oryza sativa* cv. Nipponbare, during anther development from meiosis to tricellular pollen stages [18], [19]. In addition to the above study, a LM sample in premeiosis stage was prepared in this study, for more precise gene expression profiling during anther development. 

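Laser microdissection (LM) takes chosen cells out of tissue sections, and RNA from these cells was hybridized to 1-colour (Cy3) rice 44K arrays, 1 sample per array. The 33 arrays form 9 groups, named for the stages meiosis (MEI), tetrad (TET), uninuclear (UN), bicellular (BC) and tricellular (TC). The premeiosis anther, TET-microspore, UN-microspore, TC-pollen, MEI-tapetum, TET-tapetum and UN-tapetum groups had 3 arrays each, MEI-microspore had 4 and BC-pollen had 8. The authors' scanner software measured an intensity for each of 45151 spots on an array, and 42124 of these spots carry the identifier of a rice gene (RAP-ID), for 29690 distinct genes. An array gives a brightness and no count of molecules, so the number of arrays limits the precision of every value. As a measure of depth, the scanner software also marks spots that lie well above background. The median share of such spots per array was 75.4% in premeiosis anther (73.2% to 77.8%), 52.0% in MEI-microspore (43.8% to 55.4%), 44.4% in TET-microspore (43.6% to 46.9%) and 58.8% in UN-microspore (52.0% to 64.3%). It was 44.9% in BC-pollen, with a wide range of 34.8% to 73.5%, and 66.5% in TC-pollen (64.2% to 67.9%). In the tapetum it was 79.1% at MEI (73.2% to 84.1%), 61.1% at TET (59.0% to 63.4%) and 66.1% at UN (65.5% to 70.0%). The authors normalized the background-subtracted intensities by variance stabilization normalization (VSN), which yields values on a log2 scale that stays defined for dim spots. Here VSN was fitted again to the same intensities of the 33 arrays alone, and these normalized signals are used unless another scaling is named. The fitted values correlated with the deposited ones at a Pearson coefficient of 1.00 on every array, and their median differed by -0.09 to 0.07 on the log2 scale. Spots that the software had marked as irregular were left out (1463 over all arrays), and the probe with the highest mean signal stood for a gene with more than 1 probe. Such genes numbered 7801, and the median correlation between their 2 brightest probes was 0.895. Differences between groups were tested with limma, with 1 mean per group and no covariate, on the 24476 genes well above background on every array of at least 1 group. A gene was called when its p-value, adjusted by the Benjamini-Hochberg method, was under 0.05 and its groups differed by at least 1 on the log2 scale. The arrays came from 10 slides and 8 scan days. The premeiosis anther arrays were alone on their slide, scan day, scanner and software version, so that batch and group cannot be told apart for them. At MEI both slides held microspore and tapetum arrays, at TET 1 slide did, and no slide held both UN groups.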

The overall LM-microarray data, including three novel microarray datasets, has been deposited at the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/; accession number GSE 29217). A detailed procedure for the LM-microarray is described in our previous reports [18], [19].

Recently, co-expression analysis datasets have become a powerful tool to extract the transcriptional networks of genes involved in various biological events in plants [20]. Therefore, we conducted microarray-based co-expression analysis using our LM-microarray data to gain biological insights into gene expression networks mediating rice anther development. Because popular methods that derive regulatory networks from gene expression data, in general, require large amounts of gene expression data, here we used 143 spatiotemporal expression profiles of 48 various vegetative, and reproductive organs and tissues of rice deposited in RicexPro [7], in addition to our 33 LM-microarray data of rice anthers [18], [19] (Table S1).

A 44K agilent microarray slide contains 29,864 distinct rice genes. Using the 176 microarray, first, we examined the spatiotemporal expression pattern by identifying the highest signal intensity for each gene from different stages and organs (Figure 1, Tables S2, S3, S4, S5, S6, S7, S8, S9, S10, S11, S12, S13, S14, S15, S16, S17, S18, S19, S20, S21, S22, S23, S24, S25). Among the 29,864 genes analyzed, about 10,600 genes were found to be expressed preferentially in at least one of the anther developmental stages or tissues (Figure 1, Tables S7, S8, S9, S10, S11, S12, S13, S14, S15, S16, S17, S18, and S19 for array data of genes preferentially expressed in anther). 

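The highest signal of each gene was also sought among the 33 LM arrays alone, without the 143 arrays of other tissues, which were not analysed here. It lay on a BC-pollen array for 7478 of the 29690 genes (25.2%) and on a TC-pollen array for 5725. Of these, 4698 of the 7478 and 5601 of the 5725 passed the filter on dim genes. That filter asks for a signal well above background on every array of at least 1 group, which need not be the group named. MEI-microspore arrays held the highest signal of 3670 genes, premeiosis anther arrays of 2962, UN-tapetum arrays of 2285, TET-tapetum arrays of 2194, UN-microspore arrays of 2190, TET-microspore arrays of 2174 and MEI-tapetum arrays of 1012. The same filter was passed by 1229 of these genes in TET-microspore, 1750 in UN-microspore and 3088 in MEI-microspore. It was passed by 2943 in premeiosis anther, 979 in MEI-tapetum, 2042 in TET-tapetum and 2146 in UN-tapetum. BC-pollen also had the most arrays (8), and with the highest group mean in place of the highest array only 2169 genes fell to BC-pollen and 7001 to TC-pollen. Genes from Tables S8, S10, S13, S15, S16 and S18, which name 1 LM group each, had their highest LM array in the named group for 63.7% of the genes (standard error 3.74 from leaving out each array in turn). The share was 50.1% for premeiosis anther (414 of 826 genes), 42.8% for MEI-tapetum (92 of 215), 66.4% for TET-tapetum (142 of 214), 69.7% for UN-microspore (396 of 568), 71.7% for UN-tapetum (182 of 254) and 85.7% for BC-pollen (382 of 446). The paper sorts genes by their highest signal among 176 arrays that include these 33, and by that rule every listed gene would have its highest LM array in the named group, so the shares fall short of it. The share moved most with the highest group mean, to 78.5%.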

The remaining approximately 19,300 genes were expressed in the other 44 vegetative or reproductive tissues (Tables S2, S3, S4, S5, S6, S20, S21, S22, S23, S24, S25). Such a large proportion of anther preferentially expressed genes indicates that many genes are involved in anther development and, consequently, analysis of co-expression networks of anther preferentially expressed genes could potentially provide good examples to demonstrate the application of microarray datasets.

**Figure 1:**
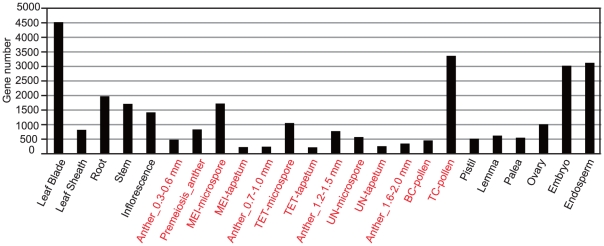
Distribution of rice genes with tissue-preferential expression in the 176 microarray datasets. The 29,864 distinct rice genes on a 44K microarray were classified into 24 spatiotemporal categories (different stages and tissues including LM-separated anther tissues) according to the highest signal intensity among the 176 microarray datasets. Gene number indicates the number of genes in each category. The spatiotemporal categories restricted to the anther are indicated in red. MEI, meiosis; TET, tetrad; UN, uninuclear; BC, bicellular; TC, tricellular.

### Biological significance of expression similarity

We first conducted an expression coherence (EC) analysis using gene ontology (GO) terms to examine the biological significance of expression similarity in the 176 microarray datasets used in this study. EC analysis is a statistical analysis to determine whether gene members belonging to a predefined functional gene set are correlated with each other at the transcriptional level [21]. The EC score is a measure of the expression similarity within a set of predefined functional genes [21]; consequently, a higher EC score is obtained, when most of genes with the same GO term are co-expressed with each other. In our EC analysis, the EC scores of all three GO groups (Biological Process, BP; Molecular Function, MF; and Cellular Component, CC) were higher than that expected by random sampling (Figure 2). Among the three GO groups, CC showed the highest expression similarity, in which approximately 17% of categories exhibited higher EC scores than random sampling at threshold EC score of 0.05, while approximately 12% and 8% did so in BP and MF, respectively (dotted line in Figure 2). For genes annotated according to the BP group, the “photosynthesis, light harvesting” category showed the highest EC scores (EC = 0.868, 17 genes), whereas the scores of the categories “small ribosomal subunit” (EC = 0.433, 21 genes) and “threonine-type endopeptidase activity” (EC = 0.322, 24 genes) were highest in the CC and MF groups (Table S26). These results confirm that the levels of expression similarity estimated from the microarray datasets in this study are good reflections of functional similarity.

**Figure 2:**
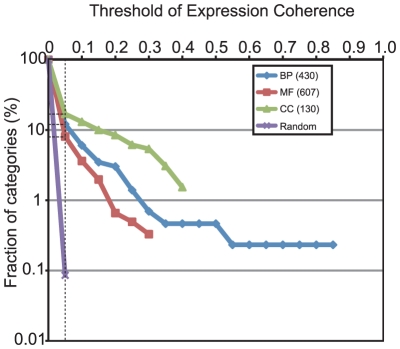
EC analysis of the 176 microarray data of rice. BP, MF, and CC represent Biological Process, Molecular Function, and Cellular Component groups of GO, respectively. The total number of categories in each GO group is indicated in parentheses. In the three GO groups (BP, blue; MF, red; and CC, green), the EC score was calculated for each GO category and compared with that of random sampling (purple) to estimate the statistical significant level. Fraction of categories (y axis) indicates the ratio of the number of GO categories with higher EC score than each threshold EC score (x axis) to the total number of GO categories.

### Construction of the meiosis-specific network

By using the Pearson correlation coefficient (PCC) method with the mutual rank (MR)-based cut-off (see Materials and Methods), we identified the final dataset of rice co-expression networks generated from all the 176 microarray data used in this study, which contains 24,259 genes (nodes) and 60,449 genes pairs (edges). 

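A network was also built by the same rule, a PCC over 0.64 and an MR under 10, from the 33 LM arrays alone and all 29690 genes with a RAP-ID. It held 76018 gene pairs among 27994 genes. The count stayed between 75845 and 77651 when each array was left out in turn. It moved most when the 9 group means took the place of the 33 arrays, to 111404 pairs.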

From this entire dataset of the rice co-expression network, we are able to construct a subnetwork around gene(s) of interest input as guide(s).

To examine whether our co-expression network analysis can identify useful transcriptional networks related to anther development, we first constructed a co-expression subnetwork centered on 9 known meiotic genes (guide genes; red circles in Figure 3A), *PAIR1* [22], *PAIR2* [23], *PAIR3* [24], *MEL1* [25], *OsRAD21*–*4* [26], *DMC1A* and *1B* [27], *OsMER3/OsRCK* [28], and *OsSDS* [28], whose functions in meiosis have been experimentally demonstrated in rice. 

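On the 33 LM arrays, all 9 guide genes (*MEL1*, *PAIR1*, *PAIR2*, *PAIR3*, *OsRAD21-4*, *DMC1A*, *DMC1B*, *OsMER3* and *OsSDS*) were called higher in MEI-microspore than in the mean of the other 8 groups by limma, and 9 when adjusted over the list alone. The authors chose these genes for their known functions and not on these arrays. *DMC1B* differed by 5.68 on the log2 scale (standard error 0.27, adjusted p = 2.88e-14), *OsSDS* by 6.44 (standard error 0.51, adjusted p = 1.29e-10) and *OsMER3* by 2.18 (standard error 0.36, adjusted p = 1.51e-05). The other 6 genes lay between 2.85 for *OsRAD21-4*, whose 2 probes correlated at 0.574, and 5.10 for *PAIR3*. *OsSDS*, *PAIR1*, *OsMER3* and *PAIR3* were well above background on only 10, 11, 15 and 19 of the 33 arrays, so the size of their differences rests partly on background and the genes are not ranked by it. With normexp background correction *OsSDS* differed by 3.45 and *DMC1B* by 4.62, and the 2 probes of *OsSDS* correlated at only 0.359. Each of the 9 genes was higher in the mean of the 4 MEI-microspore arrays than in every tapetum group. Against the group nearest to it, the MEI-microspore mean did not stand out for every gene. *MEL1* was highest in premeiosis anther (12.99 ± 0.45, SD, n = 3) and lower in MEI-microspore (11.49 ± 0.44, SD, n = 4). *OsMER3* was also highest in premeiosis anther, with 6.94 ± 0.55 (SD, n = 3) against 6.29 ± 0.57 (SD, n = 4), a gap within the spread of the arrays. The other 7 had their highest mean in MEI-microspore, such as *PAIR2* with 14.35 ± 0.28 (SD, n = 4) and *DMC1B* with 12.52 ± 0.32 (SD, n = 4). *OsRAD21-4* exceeded all 3 premeiosis anther arrays on 1 of the 4 arrays. The alternative that moved the count most was normexp background correction with quantile normalization, under which 8 of the 9 genes were called and *OsMER3* differed by 0.87. The slide as a block left 9 called.

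**Figure D1:**
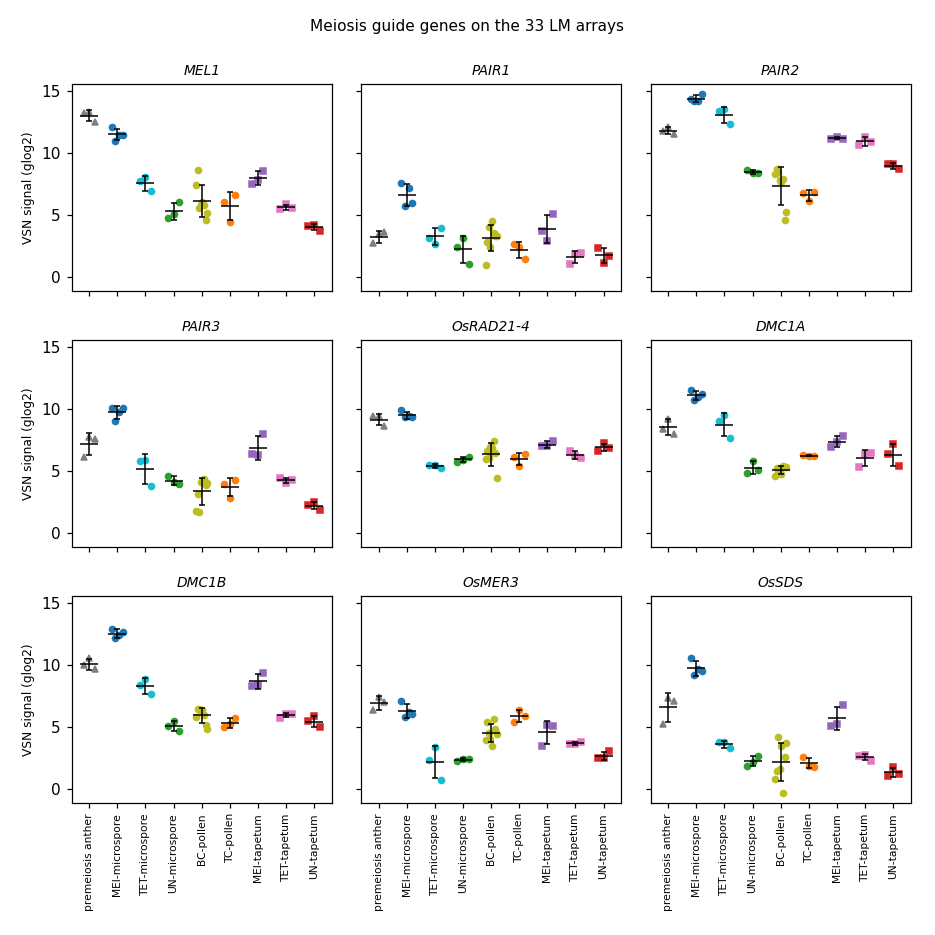
Normalized signal (VSN, log2 scale) of the 9 meiosis guide genes on the vertical axis, by group on the horizontal axis. Points are single arrays and bars are the mean ± SD of a group. *PAIR2* on the MEI-microspore arrays has a mean of 14.35.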

The expression profiles of these nine genes after normalized by the VSN algorism (Figure S1A) are well corresponding to the previous results of their expression patterns: indicating that the VSN normalization was a suitable method for the construction of co-expression network. 

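From the network of the 33 LM arrays, the vicinity of the 9 guide genes was taken as all genes within 2 steps of a guide and every pair among them. It held 310 genes and 742 gene pairs, and all 9 guide genes had a link in it. Of these genes 52 are also in Table S27, and 13 of the pairs are. The genes fell into 2 clusters around the guides, 1 with *PAIR1* alone and 1 with the other 8, *OsMER3* included. The number of pairs ranged from 626 to 777 when each array was left out in turn.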

The meiosis-specific network consisted of a large main cluster with the 7 guide genes, and two independent minor clusters of *OsMER3* and *PAIR1* (Figure 3A), which in total contained 187 genes and 346 gene interactions (Table S27). The main cluster also contained *ZEP1* (rice *ZYP1* ortholog) and *MEL2* (blue circles in Figure 3A), which have most recently been reported as rice meiotic genes [29], [30]. Moreover, *PAIR2* and *ZEP1* [23], [29], whose products are both constituents of the synaptonemal complex, were directly connected in the network (red bold lines in Figure 3A). 

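On the 33 LM arrays, the PCC of *PAIR2* (Os09g0506800) and *ZEP1* (Os04g0452500) was 0.933 (standard error 0.0197 from leaving out each array in turn). The MR was 35.1, so the pair was above the PCC threshold of the network but not linked in the network of the LM arrays. The paper's PCC and MR over all 176 arrays (Table S27) are 0.844 and 6.48. Across the 9 group means, Pearson's r was 0.944 (exact permutation test, two-sided, p = 0.000215, adjusted p = 0.000752) and Spearman's rho was 0.883 (p = 0.00308, adjusted p = 0.0108). The adjustment is over the 7 gene pairs tested in this way. Without BC-pollen and TC-pollen, the groups farthest from the median of *PAIR2*, r over the remaining 7 means was 0.953. Deviations of the arrays from their group means correlated at 0.721, deviations from slide means at 0.874 and deviations from scan-day means at 0.941. *ZEP1* had a normalized signal of 11.45 ± 0.39 (SD, n = 4) in MEI-microspore and 8.27 ± 0.43 (SD, n = 3) in TET-microspore. The correlation moved most with Spearman's coefficient over the arrays, to 0.871.

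**Figure D2:**
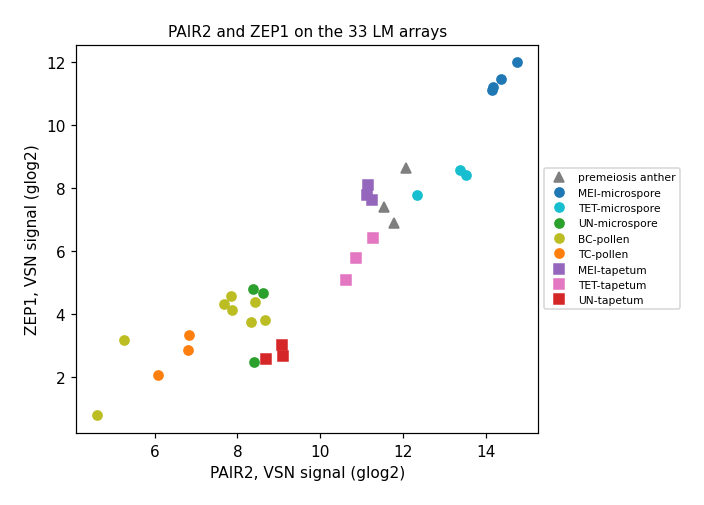
Normalized signal (VSN, log2 scale) of *ZEP1* on the vertical axis against that of *PAIR2* on the horizontal axis, 1 point for each of the 33 LM arrays. Circles are microspore and pollen, squares tapetum and triangles premeiosis anther. The points rise together, with a PCC of 0.933, and the MEI-microspore arrays lie highest on both axes.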

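Of the 346 gene pairs of Table S27, 345 have probes for both genes among the RAP-ID genes, and 298 of them (86.4%, standard error 4.05) had a PCC over 0.64 on the LM arrays alone. Their median PCC was 0.854, from 0.0526 to 0.995. Among 10000 random lists of as many pairs, matched on the mean signal of each gene, the median share over the threshold was 7.54% and the highest 15.7%. The authors chose the pairs on 176 arrays that include these 33, so the share is no independent evidence and no p-value is given. With Spearman's coefficient, the alternative that moved the share most, it was 78.8%. Among the 9 guide genes, 26 of the 36 possible pairs were over the threshold, with a median PCC of 0.746. The lowest PCC between guides was 0.153, and 1 pair was linked by the MR rule. Of the 34 genes of Table 1, 33 passed the filter on dim genes, and 31 of these were called higher in MEI-microspore than in the mean of the other groups by limma. The highest group mean was that of MEI-microspore for 25 of these 33. Table 1 includes the 9 guide genes, and its other genes come from the paper's network, which was built partly on these arrays. These counts are therefore no independent evidence either. From the association of the 7 guide genes of its main cluster with each other and with *ZEP1* and *MEL2*, the paper reasons that meiotic genes could be strictly co-regulated, and that meiosis is potentially a good subject for co-expression analysis.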

Good association of the 7 meiotic guide genes with each other and with the additional 2 meiotic genes in the main expression cluster indicates that genes involved in meiosis could be strictly co-regulated at the expression level, and thus the meiotic events are potentially good subjects for co-expression analysis. This is also supported by the results of GO analysis (Figures 3B and 3C, Table S28), in which DNA-repair-related GO terms (such as “chromosome organization,” “DNA unwinding involved in replication,” “Mismatch repair,” and “Mismatched DNA binding”) appear frequently in genes in the meiosis-specific network.

**Figure 3:**
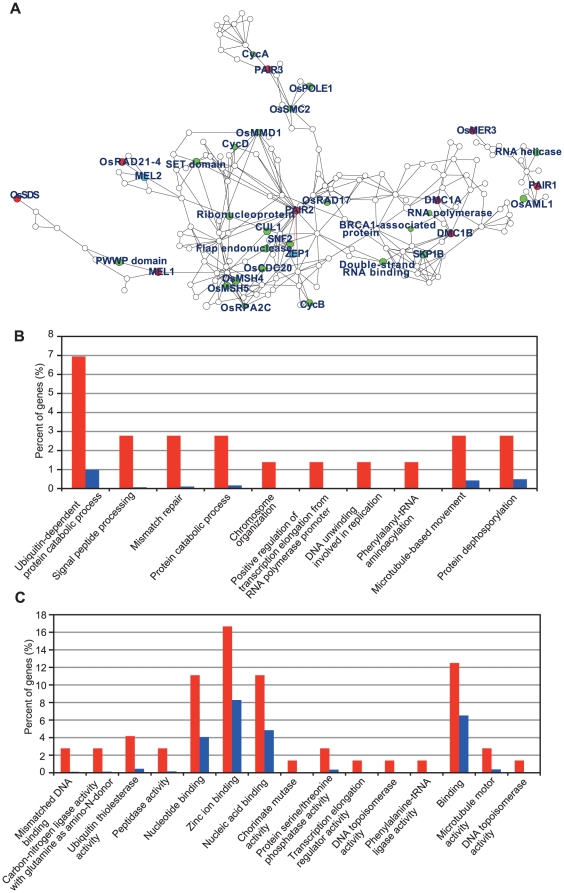
The meiosis-specific co-expression network in rice. (A) The co-expression subnetwork constructed using 9 reported rice meiotic genes as guide genes (red circles). The network contains the most-recently reported meiotic genes (blue circles), putative meiotic genes (green circles) and other genes (open circles). A red bold line indicates the direct connection of *PAIR2* and *ZEP1* in the co-expression network. A link between two nodes indicates direct interaction with PCC >0.64 and MR <10. The subnetwork vicinity is extracted by taking 2 steps out from a guide gene. (B, C) Percentage of genes classified in enriched GO terms of BP (B) or MF (C) for the genes in the meiosis-specific network (red) relative to for 11,456 genes (blue) that had at least one connection at the PCC (>0.64) and MR (<10) thresholds. Enrichment analysis is performed using the hypergeometric distribution (P value <0.05).

Known or putative meiotic genes in the subnetwork are listed in Table 1. The meiosis-specific network contained *cyclin* genes and other potential rice orthologs of meiotic genes (Figure 3A). In the network, genes related to meiotic recombination (e.g. *DMC1s* and *OsMSH4/5*) are located near a core of the network, and genes functioning in other meiotic events (e.g. *MEL1*, *PAIR3*, *OsRAD21*–*4*, and *OsSDS*) surround them with the small independent cluster of *PAIR1* (Figure 3A). The independent small cluster of *OsMER3* (a meiotic recombination-related gene) is due to its higher vegetative expression, which could indicate a bifunctional role in meiosis and other biological events.

**Table 1:** Known or putative meiotic genes in the meiosis-specific subnetwork.

RAP-ID	Gene_name	Description	Category
**Transition from mitosis into meiosis**			
Os03g0800200	MEL1	PAZ domain containing protein	Guide gene
Os12g0572800	MEL2	RNA recognition motif family protein	Known meiotic gene
Os01g0907900	OsAML1	AML1, putative, expressed	Known meiotic gene
Os05g0129900	RNA polymerase	RNA polymerase II-associated protein 3	Putative
Os08g0399500	SET domain	YDG/SRA domain containing protein	Putative
Os05g0122500	PWWP domain	PWWP domain containing protein	Putative
Os08g0384100	Double-stranded RNA binding	double-stranded RNA binding motif containing protein	Putative
Os02g0730100	Ribonucleoprotein	pre-mRNA processing ribonucleoprotein, binding region	Putative
**Homologus pairing**			
Os03g0106300	PAIR1	PAIR1	Guide gene
**Synapsis**			
Os09g0506800	PAIR2	retrotransposon protein, putative, SINE subclass	Guide gene
Os04g0452500	ZEP1	synaptonemal complex protein 2	Known meiotic gene
Os10g0405500	PAIR3	expressed protein	Guide gene
**Meiotic replication and chrmosome structure control**			
Os02g0511900	OsPOLE1	POLE1 - Putative DNA polymerase epsilon catalytic subunit	Putative
Os09g0521900	Flap endonuclease	flap endonuclease	Putative
Os05g0580500	OsRAD21-4	Rad21 / Rec8 like protein, putative	Guide gene
Os01g0904400	OsSMC2	chromosome segregation protein	Putative
Os06g0693300	OsRPA2C	RPA2C	Putative
**Meiotic recombination**			
Os12g0143800	DMC1A	DNA repair protein Rad51	Guide gene
Os11g0146800	DMC1B	DNA repair protein Rad51	Guide gene
Os04g0648500	BRCA1-associated protein	BRCA1-associated protein	Putative
Os03g0242100	OsRAD17	cell cycle checkpoint protein RAD17	Putative
Os05g0389800	RNA helicase	ATP-dependent RNA helicase	Putative
Os07g0636200	SNF2	SNF2 family N-terminal domain containing protein	Putative
Os02g0617500	OsMER3	DEAD/DEAH box helicase domain containing protein	Guide gene
Os07g0486000	OsMSH4	mutS family domain IV containing protein	Known meiotic gene
Os05g0498300	OsMSH5	mutS domain V family protein	Known meiotic gene
**Meiotic progression**			
Os03g0225200	OsSDS	cyclin	Guide gene
Os01g0233500	CycA (Cyclin A)	cyclin-A1	Putative
Os01g0281200	CycB (Cyclin B)	cyclin	Putative
Os07g0556000	CycC (Cyclin D)	cyclin	Putative
Os01g0935300	CUL1	cullin-1	Putative
Os07g0624900	SKP1B	SKP1-like protein 1B	Putative
Os03g0716200	OsMMD1	PHD-finger domain containing protein	Known meiotic gene
Os09g0242300	OsCDC20	WD domain, G-beta repeat domain containing protein	Putative

Among genes related to “transition from mitosis into meiosis” in Table 1, *MEL1* and *MEL2* encode ARGONAUTE and RNA-recognition-motif protein, respectively [24], [30], and putative *OsAML1* (Os01g0907900) also encodes an RNA-binding protein [31], which is highly similar to *MEI2* of *Schizosaccharomyces pombe* [32]. Together with PWWP- and SET-domain proteins (Table 1), *MEL1*, *MEL2* and *OsAML1* might regulate the initiation of meiosis in rice through molecular mechanisms related to RNA metabolism, chromatin remodeling and/or transcriptional regulation. On the other hand, genes related to “meiotic recombination” are well integrated in the network (Figure 3A, Table 1). 

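*MEL1* (Os03g0800200) was among the guide genes that were highest in premeiosis anther, and *MEL2* (Os12g0572800) had the same order, with a normalized signal of 8.66 ± 0.41 (SD, n = 3) there and 7.03 ± 0.17 (SD, n = 4) in MEI-microspore. The SET-domain gene (Os08g0399500) was highest in MEI-microspore, 8.30 ± 0.73 (SD, n = 4). The PWWP-domain gene (Os05g0122500) had 8.37 ± 0.67 (SD, n = 3) in premeiosis anther and 4.65 ± 0.78 (SD, n = 4) in MEI-microspore, where 1 of 4 arrays was well above background. *OsAML1* (Os01g0907900) was not detectable above background on any of the 4 MEI-microspore arrays (4.33 ± 0.33, SD, n = 4) and was well above background on 2 of the 33 arrays, both of them MEI-tapetum. It did not pass the filter on dim genes and was not tested.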

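On the 33 LM arrays, *DMC1B* (Os11g0146800) and *OsRAD17* (Os03g0242100) had a PCC of 0.933 (standard error 0.0253) and an MR of 12.3. Across the 9 group means, r was 0.965 (exact permutation test, two-sided, p = 2.76e-06, adjusted p = 1.93e-05) and rho was 1.00 (p = 5.51e-06, the smallest that 9 means allow for a rank test, adjusted p = 3.86e-05). Without the groups farthest from the median of *DMC1B*, r over 7 means was 0.927, and deviations from slide means correlated at 0.882, from scan-day means at 0.919 and from group means at 0.669. *DMC1A* (Os12g0143800) and *OsRAD17* had a PCC of 0.828 (standard error 0.0671) and an MR of 187.5, with r = 0.914 over the group means (exact permutation test, p = 0.00131, adjusted p = 0.00305) and rho = 0.767 (p = 0.0214, adjusted p = 0.0499). Over 7 means r was 0.784, and deviations correlated at 0.699 within slides and 0.796 within scan days, but at 0.0572 within groups, where no relation was seen. *OsMSH4* (Os07g0486000) and *OsMSH5* (Os05g0498300) had a PCC of 0.456 (standard error 0.187), below 0.64, and an MR of 3364. Over the group means neither r = 0.500 (exact permutation test, p = 0.167, adjusted p = 0.167) nor rho = 0.133 (p = 0.744, adjusted p = 0.744) stood out. Without MEI-microspore and UN-tapetum r was -0.343, so the relation rested on those groups. It was 0.566 within slides, 0.268 within scan days and -0.0126 within groups. Both genes were highest in MEI-microspore, *OsMSH4* with 8.14 ± 0.30 (SD, n = 4) and *OsMSH5* with 8.52 ± 0.33 (SD, n = 4). The PCC of this pair was 0.77 with normexp background correction and quantile normalization, over the threshold, and 0.137 with Spearman's coefficient. The alternatives left the other 2 pairs above it.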

Co-expression of recombination-related genes in the network is consistent with previous reports that *DMC1A* and *DMC1B* co-ordinate with *RAD17* [33], and that *MSH4* and *MSH5* function as a complex [34].

In addition, it can be concluded from the GO analysis (Figure 3B and 3C, Table S28) that various additional meiotic genes could be included in the network as unknown genes (open circles in Figure 3A). This indicates that novel meiotic genes could be mined from the present data, and that novel interactions between known meiotic genes could also be identified from the unknown-gene-mediated connections in the network. Meiosis is an extremely specialized biological event, thus co-expression network analysis has the potential to achieve maximum success in the identification of gene interactions.

### Construction of the pollen wall synthesis network

As a second example system, we analyzed the pollen wall synthesis network to systemically identify the genes that modulate the formation of the outer pollen wall, the exine. Previous biochemical analyses have shown that the exine layer consists mainly of sporopollenin, a polymer of phenylpropanoid and lipidic monomers covalently linked by ether and ester linkages [35]–[37]. 

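Around the guide genes *CYP703A3* (Os08g0131100), *CYP704B2* (Os03g0168600) and *Osc6* (Os11g0582500), the network of the 33 LM arrays held 156 genes and 448 gene pairs within 2 steps. Of these, 34 genes and 25 pairs are also in Table S29. Each of the 3 guide genes had links, and each lay in a cluster of its own. The PCC of *CYP703A3* and *CYP704B2* was 0.657, that of *CYP704B2* and *Osc6* was 0.0360 and that of *CYP703A3* and *Osc6* was -0.577. The number of pairs moved most under normexp background correction, to 267.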

When three genes for rice sporopollenin biosynthesis or transport (*CYP703A3*, *CYP704B2*, and *Osc6*) were selected as guide genes [38]–[40], a major subnetwork covering all guide genes was identified, which consisted of 108 genes and 278 gene interactions (Figure 4A, Table S29). Again, the expression profiles of these three genes after normalized by the VSN algorism (Figure S1B) are well corresponding to the previous results of their expression patterns. 

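All 3 guide genes were called higher by limma in the mean of the microspore and tapetum groups of TET and UN than in the mean of the other 5 groups, and 3 when adjusted over the list alone. *CYP704B2* differed by 5.12 (standard error 0.38, adjusted p = 7.49e-11), *Osc6* by 4.83 (standard error 0.61, adjusted p = 3.22e-07) and *CYP703A3* by 1.33 (standard error 0.43, adjusted p = 0.0121). *CYP704B2* and *Osc6* were well above background on 22 and 16 of the 33 arrays, so the size of their differences rests partly on background. *CYP703A3* had a normalized signal of 13.71 ± 0.63 in TET-microspore and 12.64 ± 1.74 in TET-tapetum, and of 5.64 ± 1.00 in UN-microspore and 6.32 ± 2.70 in UN-tapetum (SD, n = 3 each). Its call did not hold with the slide as a block (1.24, adjusted p = 0.181), with the scan day as a block (1.29, adjusted p = 0.0854) or for the tapetum groups alone (0.82, adjusted p = 0.216). Over all alternatives the adjusted p of *CYP703A3* ranged from 0.000403 to 0.216. Leaving out UN-tapetum replicate 1 brought its difference to 0.96. *CYP704B2* was high at both stages, with 13.25 ± 1.01 in TET-microspore, 12.92 ± 1.22 in TET-tapetum, 11.26 ± 0.46 in UN-microspore and 12.98 ± 1.86 in UN-tapetum (SD, n = 3 each), and was well above background on 0 of 8 BC-pollen and 0 of 3 TC-pollen arrays. *Osc6* reached 14.73 ± 0.36 in UN-microspore and 15.33 ± 0.49 in UN-tapetum (SD, n = 3 each) and was well above background on 0 of 3 arrays of TET-microspore and 0 of 3 of TET-tapetum. None of the 3 genes was called between microspore and tapetum at TET or UN. *CYP704B2* was called lower in UN-microspore with normexp and quantile normalization (-1.75, adjusted p = 0.0250) and with the slide as a block (-3.75, adjusted p = 0.0435), and its adjusted p ranged up to 0.624 over the alternatives. Of 11 pollen wall genes named in the text, these 3 included, limma called 0 between microspore and tapetum at TET (0 at an unadjusted p under 0.05). With only the 2 groups in the fit, limma called Os01g0293100, another of the 11, lower in TET-microspore (-1.125, adjusted p = 0.0398). At UN limma called *OsPKSA* (Os10g0484800) lower in microspore (-2.75, standard error 0.84, adjusted p = 0.0327), and 2 genes were lower at an unadjusted p under 0.05. Among 13 genes, those of Table 2 included, limma called 2 lower at UN, and 3 were lower at an unadjusted p under 0.05. The adjusted p of *OsPKSA* passed 0.05 with 75th percentile scaling, with VSN on the spot means and without any 1 of 4 UN arrays, and reached 0.182 without UN-tapetum replicate 1.

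**Figure D3:**
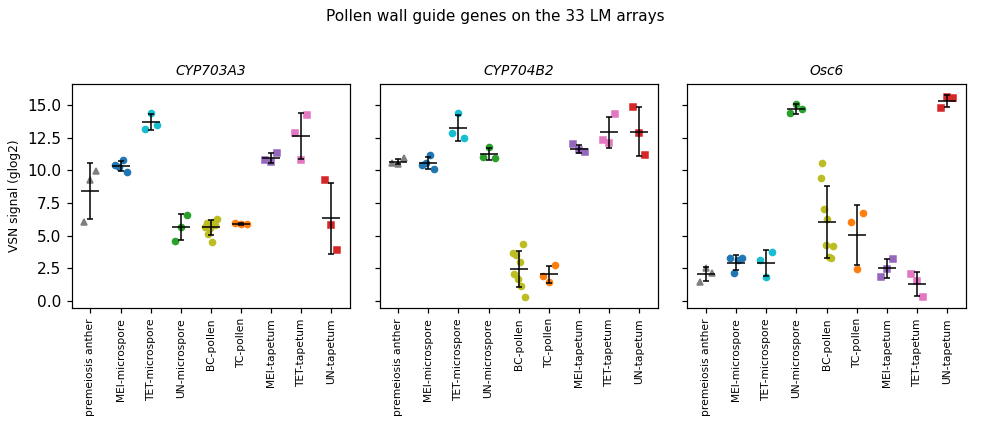
Normalized signal (VSN, log2 scale) of the 3 pollen wall guide genes on the vertical axis, by group on the horizontal axis. Points are single arrays and bars are the mean ± SD of a group. *Osc6* is high in both UN groups, with means of 14.73 and 15.33.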

Classification according to GO terms showed that this subnetwork was significantly enriched with fatty acid and several metabolic related terms, including “phospholipid metabolic process”, “lipid metabolic process”, “3-oxoacyl-[acyl-carrier-protein] reductase (NADPH) activity”, and “phospholipase A2 activity” (Figure 4B and 4C, Table S30). This is clearly consistent with previous knowledge of sporopollenin biochemistry [35]–[37], indicating that this co-expression network reflects the underlying molecular mechanism for exine formation.

**Figure 4:**
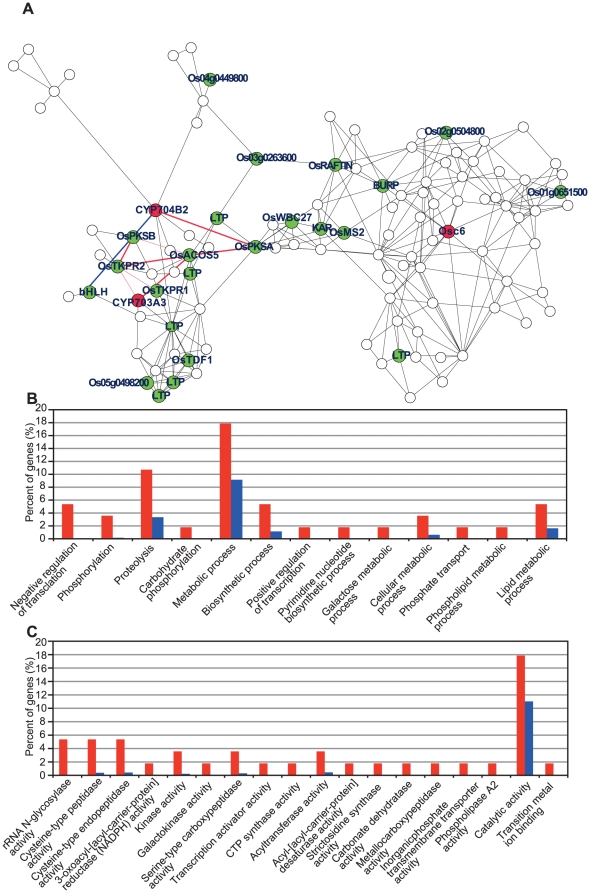
The pollen wall synthesis co-expression network in rice. (A) The co-expression subnetwork constructed using 3 reported rice genes for sporopollenin biosynthesis or transport as guide genes (red circles). The network contains putative genes related to pollen wall synthesis (green circles). Red bold lines indicate the direct connection of *CYP703A3*, *CYP704B2*, *OsACOS5*, *OsPKS*s, and *OsTKPR*s in the co-expression network. A blue bold line indicates the direct connection between Os01g0293100 (a bHLH-type transcription factor) and *CYP704B2*. A link between two nodes indicates direct interaction with PCC >0.64 and MR <10. The subnetwork vicinity is extracted by taking 2 steps out from a guide gene. (B, C) Percentage of genes classified in enriched GO terms of BP (B) or MF (C) for the genes in the meiosis-specific network (red) relative to for 11,456 genes (blue) that had at least one connection at the PCC (>0.64) and MR (<10) thresholds. Enrichment analysis is performed using the hypergeometric distribution (P value <0.05).

In addition to the above three guide genes, this network contained several fatty acid metabolic genes, such as *OsMS2*, *OsACOS5* (*ACYL-COA SYNTHETASE5*), *OsPKS*s (*POLYKETIDE SYNTHASE*), and *OsTKPRs* (*TETRAKETIDE a-PYRONE REDUCTASE*), homologs of which have been demonstrated to be important for sporopollenin biosynthesis in *Arabidopsis* [41]–[44] (Figure 4A; Table 2). In the latest model of the sporopollenin biosynthetic pathway [44], [45], fatty acid precursors are esterified to CoA by ACOS5, and then hydroxylated by CYP703A and CYP704B to produce substrates of the subsequent ACOS5 reaction (Figure 5). Subsequently, ACOS5, PKSs, TKPRs, and MS2 mediate the biochemical reactions to produce sporopollenin precursors via fatty alcohols (Figure 5). Consistently, our pollen wall specific network confirmed significant gene interactions between these molecular players (red bold lines in Figure 4A). Furthermore, in order to identify an as-yet-unknown specific thioesterase producing the CYP703A/CYP704B substrates, we compared the expression patterns of 15 rice thioesterase genes with those of the sporopollenin biosynthetic genes, and detected one thioestrase gene (Os09g0517700) that was co-expressed with *OsPKSB* and *OsTKPR2* at the significant PCC level (Table 3). 

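Among the 7 sporopollenin biosynthetic genes of Table 3 (*CYP703A3*, *CYP704B2*, *OsACOS5*, *OsPKSA*, *OsPKSB*, *OsTKPR1* and *OsTKPR2*), 15 of the 21 possible pairs had a PCC over 0.64 on the 33 LM arrays. Their median PCC was 0.763, from 0.442 to 0.919. The paper's network links 8 of these pairs (Table S29), and all 8 were over the PCC threshold on the LM arrays. By the MR rule 1 pair was linked there, *CYP704B2* and *OsPKSA* (PCC 0.919, MR 8.49). Of all 278 pairs of Table S29, 258 (92.8%, standard error 3.86) were over the PCC threshold, with a median PCC of 0.842, from -0.0543 to 0.985. Random lists matched on mean signal had a median of 6.84% and at most 15.8% over it. The pairs were chosen by the authors on arrays that include these, so the share is no independent evidence. With Spearman's coefficient the share was 79.1%.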

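Of the thioesterase genes in Table 3, 13 have probes on the array, which with the 7 sporopollenin biosynthetic genes made 91 correlations. On the 33 LM arrays alone, 0 of the 91 had a PCC over 0.64. Os09g0517700 had a PCC of 0.575 (standard error 0.103) with *OsTKPR2* (Os01g0127500) and 0.437 (standard error 0.13) with *OsPKSB* (Os07g0411300), and its lowest was -0.382, with *CYP704B2*. The paper's values for the pairs with *OsTKPR2* and *OsPKSB* over all 176 arrays (Table 3) are 0.672 and 0.664. Over the 9 group means, r of Os09g0517700 with *OsTKPR2* was 0.707 (exact permutation test, two-sided, p = 0.0365, adjusted p = 0.0511) and rho was 0.65 (p = 0.0666, adjusted p = 0.117). With *OsPKSB* r was 0.546 (exact permutation test, two-sided, p = 0.135, adjusted p = 0.157) and rho was 0.383 (p = 0.312, adjusted p = 0.365). Neither pair passed the adjustment. Without the 2 groups farthest from the median of Os09g0517700, r over 7 means fell to 0.482 with *OsTKPR2* and to 0.383 with *OsPKSB*. Within slides the correlations were 0.235 and 0.216, within scan days 0.386 and 0.272, and within groups 0.182 and -0.0767. Os09g0517700 was highest in TC-pollen (11.69 ± 0.26, SD, n = 3) and TET-tapetum (11.59 ± 0.41, SD, n = 3), whereas *OsPKSB* and *OsTKPR2* were highest in TET-microspore (14.04 ± 0.30 and 13.05 ± 0.36, SD, n = 3 each). The count of correlations over the threshold moved most with the group means in place of the arrays, to 6, and was 1 without BC-pollen replicate 3. Another thioesterase gene, Os05g0137700, had a higher PCC than Os09g0517700 with each of the 7 genes, 0.578 with *OsTKPR2*, 0.576 with *OsPKSB* and at most 0.589, but it was well above background on only 7 of the 33 arrays.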

Although Os09g0517700 was not found on the pollen wall synthesis subnetwork (Figure 4A) because of higher MR values, it might play an important role in the sporopollenin biosynthetic pathway.

**Figure 5:**
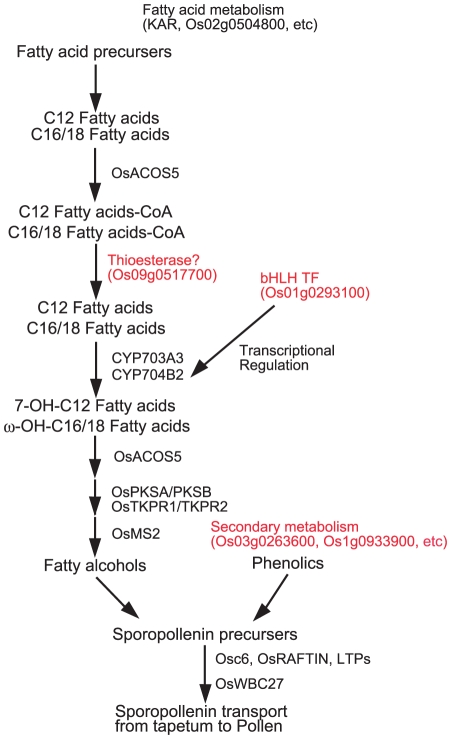
The current model of the sporopollenin biosynthetic pathway.

**Table 2:** Known or putative rice genes involved in pollen wall synthesis in the pollen wall synthesis subnetwork.

RAP-ID	Gene_name	Description	Category
The synthesis of Fatty acids precursers			
Os12g0242700	KAR	3-oxoacyl-reductase, chloroplast precursor	Putative
Os02g0504800	Os02g0504800	PE-PGRS family protein	Putative

**Table 3:** Expression similarities between 15 putative thioesterase genes and 7 sporopollenin biosynthetic genes in rice.

RAP-ID	OsTKPR2	CYP704B2	OsACOS5	OsPKSB	CYP703A3	OsTKPR1	OsPKSA
Os01g0229500	0.025	−0.136	0.090	−0.067	−0.090	−0.038	0.076
Os01g0229600	−0.359	−0.558	−0.397	−0.449	−0.486	−0.399	−0.406
Os01g0882000	−0.098	0.174	−0.005	−0.076	−0.027	−0.019	−0.018
Os01g0882100	−0.041	0.156	−0.013	0.008	0.107	−0.069	0.041
Os02g0521700	0.041	−0.085	0.043	0.072	0.064	0.030	0.027
Os03g0691400	−0.462	−0.414	−0.480	−0.481	−0.512	−0.398	−0.478
Os04g0436100	−0.230	−0.380	−0.274	−0.311	−0.394	−0.197	−0.264
Os04g0553300	0.375	0.601	0.403	0.439	0.533	0.336	0.431
Os04g0558400	−0.252	−0.209	−0.293	−0.304	−0.214	−0.278	−0.234
Os05g0137700	0.315	0.039	0.286	0.282	0.118	0.319	0.110
Os07g0462700	−0.087	−0.395	−0.119	−0.170	−0.330	−0.060	−0.191
Os07g0463500	0.010	0.005	−0.048	−0.093	0.081	0.001	0.102
Os09g0517700	0.672*	0.242	0.584	0.664*	0.541	0.598	0.460
Os02g0660800	N.T.	N.T.	N.T.	N.T.	N.T.	N.T.	N.T.
Os04g0553100	N.T.	N.T.	N.T.	N.T.	N.T.	N.T.	N.T.

The PCC value of each gene pair was used as a measure of expression similarity.

Values with asterisk indicate a higher PCC value than the threshold value, 0.64.

N.T., Not tested because of no probe in microarray slide.

In addition to the previously characterized genes, several novel genes, whose products participate in fatty acid metabolism, secondary metabolism, and lipid transport, were identified within this network (Figure 4A and Table 2). It is probable that these genes are associated with novel metabolic processes related to sporopollenin biosynthesis or sporopollenin transfer from tapetal cells to anther locules (Figure 5).

It has also been reported that some MYB and bHLH transcriptional factors, including GAMYB, AMS, UDT1, and AtMYB103, regulate the expression of sporopollenin biosynthetic genes [38], [46]–[48]. The 108 co-expressed genes in the pollen wall synthesis network included the two candidates (Os01g0293100 and Os03g0296000) for the transcriptional regulation for sporopollenin biosynthesis (Figure 4A and Table 2). Os03g0296000 is a rice homolog of *Arabidopsis MYB35* (*TDF1*) [49] responsible for tapetum development, whereas Os01g0293100 is a novel bHLH type transcription factor, not previously studied. In this network, Os01g0293100 is directly connected to *CYP704B2* (blue line in Figure 4A), suggesting that Os01g0293100 could be involved in sporopollenin biosynthesis via modulating *CYP704B2* expression (Figure 5). Thus, the pollen wall synthesis network in the present co-expression analysis efficiently provides us with useful information to identify novel gene functions and interactions.

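On the 33 LM arrays, Os01g0293100 and *CYP704B2* had a PCC of 0.848 (standard error 0.0373) and an MR of 475. The paper's PCC and MR over all 176 arrays (Table S29) are 0.804 and 6.48. The arrays fell into separate clusters, with BC-pollen and TC-pollen low in both genes and the other 7 groups high in both. Over the means of those 7 groups alone r was -0.0257, so the correlation over all arrays rested on the pollen groups. Over all 9 means r was 0.828 (exact permutation test, two-sided, p = 0.0148, adjusted p = 0.0259), while rho was 0.40 (p = 0.291, adjusted p = 0.365). Deviations correlated at 0.771 within slides and 0.841 within scan days, some of which held pollen and other groups, and at 0.161 within groups. Os01g0293100 had a normalized signal of 13.63 ± 0.25 (SD, n = 3) in MEI-tapetum, 13.38 ± 0.10 (SD, n = 3) in premeiosis anther and 13.30 ± 0.46 (SD, n = 3) in TET-tapetum. It was 10.38 ± 0.28 (SD, n = 3) in UN-tapetum and 8.53 ± 0.34 (SD, n = 3) in UN-microspore, where *CYP704B2* was still high. The difference at UN was not called by limma (-1.85, standard error 0.82, adjusted p = 0.138), although the arrays did not overlap. It was called with normexp and quantile normalization (-1.51, adjusted p = 0.00341), with only the UN groups in the fit and with replicates 1 to 3 alone, and was 0.80 with the slide as a block, with adjusted p from 0.00310 to 0.632 over the alternatives. In BC-pollen it was 4.94 ± 1.83 (SD, n = 8) and in TC-pollen 6.46 ± 0.68 (SD, n = 3). Spearman's coefficient over the arrays moved the correlation most, to 0.674. From the direct link in its network, the paper proposes that Os01g0293100 could be involved in sporopollenin biosynthesis by modulating the expression of *CYP704B2*.

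**Figure D4:**
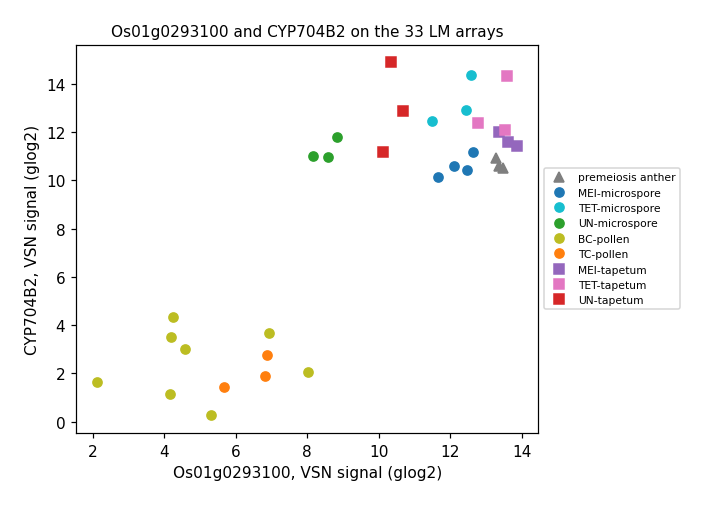
Normalized signal (VSN, log2 scale) of *CYP704B2* on the vertical axis against that of Os01g0293100 on the horizontal axis, 1 point for each of the 33 LM arrays. Circles are microspore and pollen, squares tapetum and triangles premeiosis anther. The 11 pollen arrays lie apart from the others, and among the means of the other 7 groups the correlation is -0.0257.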

## Discussion

### Co-expression network analysis in plants

In *Arabidopsis*, useful databases for co-expression analysis are being constructed, and several novel genes have been identified from these data. Aoki et al. [3] and Obayashi et al. [50] listed the available co-expression databases in *Arabidopsis*, including CressExpress [51], CoP [52], ACT [53], GeneCAT [54], and ATTED-II [55]. As described in these review articles, novel genes for enzymes involved in metabolic pathways, signal factors of biological events (including transcription factors), and components of protein complexes have been identified by using the publicly available databases or analyzing a laboratory's own co-expression networks. For example, *irregular xylem8* (*IRX8*) and *irregular xylem13* (*IRX13*), which are involved in secondary cell wall formation, were identified from co-expression analysis guided by members of a cellulose synthase (*CESA*) family [4]. *IRX8* encodes glycosyltransferase (GT8), which is involved in pectin synthesis, whereas *IRX13* encodes an unknown protein similar to an arabinogalactan protein. Involvement of *IRX8* and *IRX13* in secondary cell wall formation was demonstrated by T-DNA insertion mutagenesis. Similarly, Oikawa and co-workers [56] conducted a comparative co-expression analysis between *Arabidopsis* and rice, and proposed a model for secondary cell wall formation of *Arabidopsis* and rice, based on the combined approach of co-expression and predicted cellular localization. More recently, by using *Arabidopsis* co-expression networks, *UGP3*, a gene coding for UDP-glucose pyrophosphorylase 3 implicated in sulfolipid biosynthesis [57], *NAI2* implicated in endoplasmic reticulum body formation [58], *BTS*, a *BRUTUS* gene coding for bHLH-type transcription factor co-expressed with *POPEYE* in iron homeostasis [59], and *STOMAGEN*, encoding secretory peptide regulating stomatal density [60], were successfully identified. Thus, co-expression network analysis is a powerful tool for the identification of novel *Arabidopsis* genes, and such an approach is undoubtedly also applicable to rice research.

In the present study, we performed co-expression network analysis of rice genes by using 176 datasets of 44 K agilent microarrays (including 33 LM-microarray datasets of the male reproductive organs), and constructed two different co-expression subnetworks (meiosis-specific and pollen-wall-synthesis networks) to demonstrate the efficiency of this technique. Integrative application of such comprehensive microarray data enabled us to construct high-resolution networks (Figures 3A and 4A), which included useful information for the dissection of gene regulation in biological processes. This demonstrates that we can now perform co-expression screening to pursue our interests in specific genes or biological events in rice, as well as in *Arabidopsis*, by the use of our reliable network datasets and the other effective rice databases reported to date [61]–[64].

To the best of our knowledge, this is one of the few reports of the application of co-expression network analysis to specific biological processes in rice. Four rice co-expression databases are now publicly available. In the most recent version of ATTED-II, the co-expression network can be constructed by using the mutual rank of the Pearson's correlation coefficient (PCC) in rice as well as in *Arabidopsis* [61]. Ficklin et al. [62] demonstrated application of the Gene Co-expression Network Browser, a website providing a rice co-expression network constructed by random matrix theory and weighted correlation network analysis. In addition, RiceArrayNet [63], based on PCC, and OryzaExpress [64], based on correspondence analysis, are available as rice co-expression databases. These four recent papers [61]–[64] reported the availability of the rice co-expression databases, but did not provide a demonstration of the identification of genes in relation to specific biological events. Therefore, our present report is a valuable addition to the understanding of the utility of rice co-expression network analysis, together with discussion of specific examples of successful construction of meiosis-specific and pollen-wall-synthesis networks.

### Application of co-expression network analysis in sexual reproduction research

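Of 24476 genes tested with limma, 7713 were called between MEI-microspore and MEI-tapetum, 2873 of them higher in microspore and 4840 lower. At TET 1085 genes were called higher in microspore and 2394 lower, 3479 in all, and at UN 1642 higher and 1082 lower, 2724 in all. Genes whose arrays did not overlap between the cell types numbered 14966 at MEI (61.1%, where chance gives 5.71%), 13085 at TET (53.5%, where chance gives 10%) and 12738 at UN (52.0%, with the same share by chance). The share of called genes that were higher in microspore depended on the normalization and on the model. Scaling to the 75th percentile also took the software's processed signal in place of the background-subtracted one, on a plain log2 scale. It moved the median difference of all genes by 0.38 at MEI, 0.66 at TET and 0.34 at UN. Under it 4895 genes were higher and 3267 lower at MEI, 3900 and 588 at TET, and 3072 and 649 at UN. With the slide as a block, 9299 genes were called at MEI, where both slides held both cell types, and 246 at TET (167 higher and 79 lower in microspore), where a single slide with 1 TET-tapetum array held both. At UN, where slides compare the cell types only through BC-pollen arrays, 4265 genes were called with the slide as a block, 3470 higher and 795 lower in microspore, and only 1098 were shared with the 2724. The change of the difference between microspore and tapetum from TET to UN was called for 1261 genes, 1018 of them with a higher value at UN. Among the genes with the largest differences at MEI, Os01g0686600 was higher in microspore by 4.75 (standard error 0.88, adjusted p = 0.000202, 4 arrays against 3 without overlap). Os03g0164300 was at least 3.31-fold higher in tapetum, since its microspore signal was well above background on 0 of 4 arrays. At TET Os12g0134900 was at least 16.8-fold higher in microspore and Os05g0343400 at least 10.7-fold higher in tapetum. At UN Os01g0641200 was at least 9.85-fold higher in microspore, and Os05g0138300 was lower in microspore (-4.28, standard error 0.87, adjusted p = 0.00244). The slide as a block left Os05g0343400 (adjusted p = 0.170, from 0.000185 to 0.172 over its alternatives) and Os05g0138300 (0.0872, the highest of its alternatives) uncalled. The microspore and tapetum arrays of a stage had correlations with each other of 0.824 to 0.882 at MEI, 0.824 to 0.906 at TET and 0.854 to 0.905 at UN.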

Our co-expression analysis included the LM microarray data of male reproductive organs, which can discriminate transcriptomes of gametophytic pollen/microspore cells and sporophytic tapetum cells in the anther, and will provide more precise information on transcriptional regulation of anther genes than has been available previously. None of the examples of gene identification using *Arabidopsis* co-expression networks described above focus on the microarray databases of reproductive organs, conditions or developmental stages [4], [56]–[60]. Hence, our co-expression network datasets, focusing on male gametophyte development, shed light on a new and interesting aspect of the potential of co-expression analysis. It may be interesting to apply co-expression network analysis to other LM microarray datasets targeted at specific tissues and cells.

Our meiosis-specific and pollen-wall-synthesis networks reveal that many previously unidentified genes are co-expressed in these specific reproductive events. A reverse genetics approach to the study of these genes will lead to identification of novel meiosis-specific and pollen-wall-synthesis genes. Because there are many interesting and specific biological events during male gametophyte development, the very large co-expression datasets presented here will provide an excellent opportunity for plant researchers to study the molecular biology of sexual reproduction in rice.

## Materials and Methods

### Plant materials

Rice (*O. sativa* L. ssp. *japonica* cv. Nipponbare) plants were grown in a greenhouse under normal conditions. Anthers at the premeiosis stage were collected after their developmental stages were confirmed by DAPI staining using one of the six anthers of each flower.

### LM

Anthers were fixed in Farmer's fixative (ethanol: acetate = 3∶1) overnight at 4°C. Dehydration and paraffin embedding were performed using a microwave processor [31]. Paraffin-embedded sections were cut to a thickness of 16 µm and mounted on PEN membrane glass slides (Molecular Devices, Sunnyvale, CA, USA) for LM. To remove paraffin, slides were immersed in 100% xylene (twice), 50% xylene/50% ethanol, and 100% ethanol (v/v), for 5 min at each step and then air-dried completely at room temperature. Three or four individual flowers were used for each LM experiment. LM was performed using the Veritas Laser Microdissection System LCC1704 (Molecular Devices). Selected areas were captured by an infrared (IR) laser onto CapSure Macro LCM Caps (Molecular Devices) and subsequently cut by a UV laser. The target cells that fused to the LCM cap were collected by removing the cap from the tissue section.

### Microarray analysis

Total RNAs were extracted from the LM cells with a PicoPure™ RNA isolation kit (Molecular Devices), quantified with a Quant-iT™ RiboGreen RNA reagent and kit (Invitrogen, Carlsbad, CA, USA), and subjected to the rice 44 K oligo microarray (Agilent Technologies, Santa Clara, CA, USA), which contains ∼42,000 oligonucleotides based on the nucleotide sequence and full-length cDNA of the Rice Annotation Project Database (RAP-DB) [65]. Fluorescent probe labeling, hybridization, and scanning were performed according to the manufacturer's instructions (Agilent Technologies), with slight modifications. Each experiment was performed three times using independently isolated samples (three biological replicates). 

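On the deposited arrays, the Pearson correlation of normalized signals between arrays of the same group was 0.976 to 0.985 in premeiosis anther, 0.929 to 0.947 in MEI-microspore, 0.867 to 0.911 in TET-microspore and 0.901 to 0.948 in UN-microspore. It was 0.947 to 0.979 in TC-pollen, 0.981 to 0.984 in MEI-tapetum, 0.966 to 0.976 in TET-tapetum and 0.952 to 0.969 in UN-tapetum. In BC-pollen, the group of 8 arrays, it ranged from 0.567 to 0.946. Replicates 7 and 8 of BC-pollen had higher mean correlations with the TC-pollen arrays (0.90 and 0.924) than with the other arrays of their group (0.689 and 0.676). BC-pollen replicate 2 had a mean correlation of 0.816 with the UN-microspore arrays and of 0.798 with the other arrays of its group. These are correlations across genes within pairs of arrays, and genes are not independent replicates. TET-microspore replicate 3 had a mean correlation of 0.899 with the TET-tapetum arrays and of 0.889 with the other arrays of its group. The replicate numbers did not pair the arrays of microspore and tapetum, since deviations from the group means of arrays with the same number correlated at -0.103 to 0.0527.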

Feature extraction software (Agilent Technologies) was used to delineate and measure the signal intensity of each spot in the array. All microarray data, including our microarray data and publically available data, were statistically normalized by variance stabilization normalization (VSN) using R software (http://www.r-project.org/). The normalized signal intensities were then transformed to log base 2. All microarray data is MIAME compliant and the raw data from this study have been deposited in Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE 29217.

### GO and EC analyses

GO terms were obtained for rice genes to classify their biological functions [66]. GO terms for GO enrichment analysis and EC analysis were retrieved from the RAP-DB. EC analysis was performed as previously described [21], [67], with the following modifications: genes with the same GO term were used as a set of predefined functional genes (each set contained 10 or more genes). EC reports the fraction of gene pairs per GO category that show elevated co-expression. Here, the PCC was utilized as a measure for expression similarity, and we used a PCC threshold of 0.64, corresponding to the 99^th^ percentile of random PCC distribution derived for 1,000 random genes (approximately 1,000*999*0.5 gene pairs). To calculate the random EC for GO categories, random gene sets were sampled with the same size as the category under investigation. For GO enrichment analysis, the statistical significance of GO enrichment within co-expressed genes was evaluated against a background set consisting of 11,456 genes with at least one connection from the dataset of rice co-expression networks using the hypergeometric distribution without a multiple-testing correlation, and P values <0.05 were set as the significant threshold.

### Co-expression analysis

To construct co-expression networks, we calculated the PCC values for all combinations of unique 29,864 probes present on the rice 44 K oligo microarray. We estimated two PCC thresholds of 0.48 and 0.65, corresponding to the 95^th^ and 99^th^ percentile of random PCC distribution derived for 1,000 random genes (approximately 1,000*999*0.5 gene pairs). 

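On the 33 LM arrays alone, the 95th percentile of the PCC among the pairs of 1000 random genes was 0.572 (standard error 0.0216) and the 99th percentile 0.761 (standard error 0.0242). With the 75th percentile scaling, the alternative that moved it most, the 99th percentile was 0.892.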

In some previous co-expression studies [3], [68], any two genes with a PCC value greater than 0.6 between their expression profiles were considered as co-expressed genes. Therefore, we set a PCC threshold of 0.64 corresponding to the 99^th^ percentile of random PCC distribution, as described above. For all gene pairs with a significant PCC value, we also calculated MR values between them as another value of co-expression measure to further reduce the number of false positives, according to a previous report [69]. Finally, if the absolute value of MR was lower than 10, the gene pair was considered as a significant connection for the co-expression network. These calculations were conducted using the R/Bioconductor. In extracting meiosis or pollen-wall subnetwork datasets, the network vicinity was extracted by taking 2 steps out from a guide gene, as described previously by Mutwil et al. [70]. The network was illustrated using the program Cytoscape.

## Supporting Information

Figure S1 **Representative tissue expression profile of the guide genes after normalization by VSN algorism.**Nine meiosis guide genes (A) are preferentially expressed in anther and microspore at meiosis (MEI) stage, whereas three pollen wall guide genes (B) are expressed in microspore and tapetum at tetrad (TET) or uninuclear (UNI) stage. The bar at top represents the average signal intensity (log2). Details on the individual samples can be found in Table S1. All 176 microarray data used for co-expression analysis show a similar expression pattern to those of these guide genes, respectively (Tables S2, S3, S4, S5, S6, S7, S8, S9, S10, S11, S12, S13, S14, S15, S16, S17, S18, S19, S20, S21, S22, S23, S24, S25).
(EPS) Click here for additional data file.

Table S1 **GEO IDs of the 176 microarray profiles in this study.**
(XLS) Click here for additional data file.

Table S2 **Microarray data of Leaf Blade preferentially expressed genes.**
(RAR) Click here for additional data file.

Table S3 **Microarray data of Leaf Sheath preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S4 **Microarray data of Root preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S5 **Microarray data of Stem preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S6 **Microarray data of Inflorescence preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S7 **Microarray data of Anther_0.3–0.6** **mm preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S8 **Microarray data of Premeiosis anther preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S9 **Microarray data of Meiosis (MEI)-microspore preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S10 **Microarray data of Meiosis (MEI)-tapetum preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S11 **Microarray data of Anther_0.7–1.0** **mm preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S12 **Microarray data of Tetrad (TET)-microspore preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S13 **Microarray data of Tetrad (TET)-tapetum preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S14 **Microarray data of Anther_1.2–1.5** **mm preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S15 **Microarray data of Uninuclear (UN)-microspore preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S16 **Microarray data of Uninuclear (UN)-tapetum preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S17 **Microarray data of Anther_1.6–2.0** **mm preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S18 **Microarray data of Bicellular (BC)-pollen preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S19 **Microarray data of Tricellular (TC)-pollen preferentially expressed genes.**
(RAR) Click here for additional data file.

Table S20 **Microarray data of Pistil preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S21 **Microarray data of Lemma preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S22 **Microarray data of Palea preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S23 **Microarray data of Ovary preferentially expressed genes.**
(XLS) Click here for additional data file.

Table S24 **Microarray data of Embryo preferentially expressed genes.**
(RAR) Click here for additional data file.

Table S25 **Microarray data of Endosperm preferentially expressed genes.**
(RAR) Click here for additional data file.

Table S26 **EC scores for different GO categories.**
(XLS) Click here for additional data file.

Table S27 **PCC and MR values of all gene pairs in the meiotic subnetwork.**
(XLS) Click here for additional data file.

Table S28 **Frequency of GO categories for genes in the meiotic subnetwork.**
(XLS) Click here for additional data file.

Table S29 **PCC and MR values of all gene pairs in the pollen wall synthesis subnetwork.**
(XLS) Click here for additional data file.

Table S30 **Frequency of GO categories for genes in the pollen wall synthesis subnetwork.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

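RNA from cells taken by laser microdissection from rice anthers was measured on 33 arrays of the rice 44K design, in the 9 groups of the paper. Arrays of the other 143 samples were not analysed here, so every correlation and network covers 33 of the 176 arrays that the paper combined. The authors scanned each array in 1 colour (Cy3), and their scanner software wrote the intensities of the spots: the spot mean, the local background, the background-subtracted signal and a processed signal that is also corrected for trends across the array, none of them scaled between arrays. The authors also deposited values on a log2 scale, made by VSN from the background-subtracted signal. On each array these deposited values were checked to be a fixed function (arsinh) of that signal, with a largest residual of 0.

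The arrays carry 45151 spots, of which 1417 are controls and 1610 others have no RAP-ID. The 42124 spots with a RAP-ID hold 41908 distinct probes for 29690 genes. Of these genes, 7801 have more than 1 probe, and 1823 of those had a correlation under 0.5 between their 2 brightest probes. Spots marked by the software as irregular were treated as missing, at most 125 on an array, and 5 spots were saturated. On all arrays 6252 genes were well above background, and 1841 genes were so on none. The number of arrays limits the precision.

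VSN was fitted in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 by maximum likelihood on 15000 spots, with 7 rounds that each kept the best 90% of the spots in 5 slices of intensity. The processed signal had been named beforehand as the input, but on it the fit had no finite optimum (lowest offset -103.2 where it was stopped). The background-subtracted signal, from which the deposited values were made, was taken before any result was computed. Differences from the deposited values had a 95th percentile of at most 0.18 in size on any array.

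Differences between groups were tested with limma 3.58.1 in R 4.3.3, with a mean for each of the 9 groups and Benjamini-Hochberg adjustment over the genes tested. Microspore was compared with tapetum at MEI, TET and UN, and the change of that difference from TET to UN was tested. Meiosis guide genes were compared between MEI-microspore and the mean of the other groups, and pollen wall guide genes between the mean of the TET and UN groups and that of the other groups. Replicate numbers were not used to pair arrays. The slide and the scan day were used as blocks in alternatives, as fixed terms within a stage and as random terms for the guide genes (consensus correlation 0.428 for slides and 0.391 for scan days). Genome positions were not used here.

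Named genes were chosen by a rule fixed beforehand. They were every gene the paper names with a RAP-ID in its text or Tables 1 to 3, and the guide and pollen wall genes that the text and Fig. 4A name. For each comparison of microspore and tapetum the choice also held the 5 genes with the largest difference in each direction, among genes called without overlap between the arrays and well above background on every array of the brighter group. Sporopollenin genes named without a RAP-ID were identified from Fig. 4A read with Table S29. A difference against a group not above background is given only as a lower bound.

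Correlations were computed over the 33 arrays, and for the 7 gene pairs named in the text also over the 9 group means, with exact permutation tests and Benjamini-Hochberg adjustment over the 7 pairs. Standard errors of correlations, shares and network sizes come from leaving out each array in turn. Percentiles of random correlations used 1000 genes drawn at random. The network linked genes with a PCC over 0.64 and a mutual rank under 10, and a subnetwork held the genes within 2 steps of a guide gene with every link among them. Random lists of gene pairs numbered 10000 and were matched on the mean signal of the genes. Figures were drawn with matplotlib 3.10.9.

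The steps were also tested on simulated data. With 200 genes changed by known amounts among 24476, limma called 105 of them at MEI, 79 at TET and 85 at UN, and 3, 4 and 8 unchanged genes. Of the 66 genes with the largest simulated changes it called 53, 37 and 46. The real comparisons called far more genes, so these shares need not hold for them. The network rule found 600 of 600 pairs within simulated groups of genes and 282 pairs outside them, among 4000 genes. Those arrays were simulated as independent, and the genes outside the groups as unrelated. The real arrays form groups, so the 282 gives no rate of false links for them. VSN on 33 simulated arrays of 40000 spots returned a median change of 2.00 for bright spots raised by 2 on the log2 scale and of -2.01 for those lowered as much.

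Alternatives were scaling to the 75th percentile, normexp background correction (offset 50) with quantile normalization, VSN on the spot means, the deposited values, the mean of a gene's probes, no filter on dim genes or a filter where there was none, irregular spots kept, no minimum difference, blocks by replicate number, slide or scan day, fits with only the groups compared, other contrasts for the guide genes, replicates 1 to 3 alone, Spearman's coefficient, group means, and each array left out in turn. The 75th percentile scaling took the plain log2 of the processed signal, so it also changed the input and the transformation. The gene tables of the supplement that are held here only in part were not used for tests on lists, and the enrichment of functional terms was not analysed here. A microRNA in 1 pair of Table S27 has no RAP-ID probe, and that pair was left out.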

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

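The tests of other splits of the arrays, and those on BC-pollen replicates 7 and 8 other than that on Table S18, were chosen only after the results were seen.

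In MEI-microspore and BC-pollen, the groups with 4 and 8 arrays, 58 sets of values were looked at: the signals of 27 named genes, the share of spots well above background and the mean correlation with the other arrays, each in both groups. In 7 of them, all signals of a gene, an array lay far from the others. Chance flags about 1 in 20 groups. The normalized signal of *OsRAD21-4* in MEI-microspore was 9.89 on replicate 1 against 9.33 to 9.39 on the others. *MEL2* in MEI-microspore was 6.77 on replicate 2 against 7.08 to 7.13, a small gap within a tight group. *OsTKPR1* in MEI-microspore was 9.38 on replicate 4 against 5.76 to 6.31, with all 4 arrays well above background. *Osc6* in MEI-microspore was 2.13 on replicate 2 against 3.12 to 3.25, and none of those 4 arrays was well above background for it. In BC-pollen, *ZEP1* was 0.80 on replicate 7 against 3.20 to 4.58, and *MEL2* was 0.61 on replicate 8 against 2.46 to 3.94. For *ZEP1* and *MEL2* only 1 of 8 BC-pollen arrays was well above background, so these low values lie where the signal is mostly background. *OsMSH4* in BC-pollen was 6.58 on replicate 7 against 4.95 to 5.42, with 5 of 8 arrays well above background. The arrays of a group carry the same condition, which gives no biological explanation to test for the MEI-microspore arrays. BC-pollen replicates 7 and 8 resembled TC-pollen, and whether they hold TC-pollen material stays open (the Table S18 genes lay 0.543 above TC-pollen on the lower of the 2). That was not tested for *ZEP1*, *MEL2* or *OsMSH4*. For *OsTKPR1*, *OsRAD21-4*, *MEL2* in MEI-microspore and *OsMSH4* no technical one was tested either.

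The difference between microspore and tapetum changed from TET to UN for 1261 genes. With the real split included, 14 of 100 splits of the arrays gave a count as large, but mixed labels turn the difference between the stages into a change, so these splits decide nothing. After the stage difference shared by both cell types was removed, 1 of 100 did, the real one, and the other 99 gave at most 96. The difference between the cell types was kept, and mixed labels turn it into spread within the groups, which lowers their counts. These splits therefore do not decide either whether chance gives the count. Among the named genes, the change of *DMC1A* was -3.75 on the log2 scale (standard error 0.63, adjusted p = 0.00128 with limma) and that of *DMC1B* was -2.67 (standard error 0.59, adjusted p = 0.00921). At TET *DMC1A* was higher in microspore by 2.69 and *DMC1B* by 2.33, with no overlap of the 3 arrays against 3, whereas at UN the differences were -1.06 and -0.34 and the arrays overlapped. With the slide as a block *DMC1A* changed by -3.13 (adjusted p = 0.0557, from 0.000157 to 0.0557 over its alternatives) and *DMC1B* by -1.54 (adjusted p = 0.227). With the scan day as a block *DMC1B* changed by -1.33 (adjusted p = 0.278, from 0.000824 to 0.278 over its alternatives). Both genes stayed called under normexp with quantile normalization (-2.46 for *DMC1A*) and under 75th percentile scaling (-4.31 for *DMC1A* and -3.22 for *DMC1B*). For these 2 genes a batch effect of the slides is not excluded, since UN-microspore and UN-tapetum share no slide. The stage itself, with meiotic transcripts left in the microspore after meiosis, stays open as an untested biological explanation.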

How the results depend on the processing

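The alternatives were chosen before the data were examined, except those for the 2 subnetworks and the tests of other splits, which were chosen after the results were seen. VSN on the processed signal could not be fitted, so the background-subtracted signal was used.

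Counts of genes called between microspore and tapetum depended on the processing. Normexp with quantile normalization called 3729 genes at MEI, against 7713, and 1281 at TET, against 3479. With the slide as a block 246 genes were called at TET, 227 of them shared with the 3479, and with the scan day as a block 190, where only 1 slide holds both cell types. At UN, where the groups share no slide, 4265 genes were called with the slide as a block (3470 higher and 795 lower in microspore, 1098 of them shared with the 2724) and 5392 with the scan day (4015 and 1377, with 1209 shared). BC-pollen replicate 7, which resembled TC-pollen, is among the arrays that link those slides. The blocks called 3421 and 4175 genes for the change from TET to UN, against 1261. With only the groups compared in the fit, 5773 genes were called at TET, 6184 at UN and 4308 for the change; with replicates 1 to 3 alone 7124, 6514 and 4492. With replicate number as a block 6673, 6055 and 3993 genes were called, but the numbers do not pair the arrays: deviations of arrays with the same number correlated at -0.103 to 0.0527. The cause was not tested for these shifts.

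The direction of the calls depended on the normalization and on the model. At MEI 75th percentile scaling gave 4895 genes higher in microspore and 3267 lower and normexp 2215 and 1514, against 2873 and 4840. At TET these were 3900 and 588, and 934 and 347, against 1085 and 2394. At UN 75th percentile scaling gave 3072 and 649, against 1642 and 1082. The slide as a block gave 167 and 79 at TET and the scan day 129 and 61, and at UN the fit of the 2 groups alone gave 2699 and 3485. For the change from TET to UN 75th percentile scaling and normexp gave 682 and 579, and 991 and 745, against 1018 and 243. The median difference of all genes moved by 0.38, 0.66, 0.34 and -0.39 with 75th percentile scaling and by 0.20, 0.42, 0.14 and -0.22 with normexp, for MEI, TET, UN and the change.

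With each array left out in turn, 5863 to 8400 genes were called at MEI, 1277 (without TET-microspore replicate 2) to 4330 (without BC-pollen replicate 8) at TET, 1207 (without UN-tapetum replicate 1) to 3592 (without BC-pollen replicate 8) at UN and 571 (without TET-tapetum replicate 2) to 1841 (without BC-pollen replicate 8) for the change. At TET the count was also 1743 and 1316 without TET-tapetum replicates 1 and 2. At UN it was 1635 and 1490 without UN-microspore replicates 1 and 3, and 1582 and 1724 without UN-tapetum replicates 2 and 3. For the change it was 782 without TET-microspore replicate 2, 595 without UN-microspore replicate 1, 697 without TET-tapetum replicate 1, and 593 and 832 without UN-tapetum replicates 1 and 3. With the real split included, 1 of 35 splits of the arrays at MEI gave a count as large. For each set of guide genes 1 of 100 did. These ranks argue against labels unrelated to the signal. At TET and at UN 1 of 10 splits did, which no set of 10 splits can better. There the rank among splits alone cannot exclude chance. Mixed labels turn differences between groups into spread within them, which lowers the counts of the other splits. The gap to those counts is therefore no measure of chance. The 9 other splits called at most 2 genes at TET and at most 1 at UN. At MEI the 34 other splits called 0 to 4595 genes, against 7713.

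All 9 meiosis guide genes were called under the alternatives except normexp, with 8. The 3 pollen wall guide genes were called except with the slide or scan day as a block, with TET-tapetum and UN-tapetum alone, and without UN-tapetum replicate 1, each with 2 called.

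The 99th percentile of random correlations was 0.892 with 75th percentile scaling, 0.731 with Spearman's coefficient, 0.855 with group means and 0.817 with only genes well above background, against 0.761. Left-out arrays gave 0.749 to 0.768. With Spearman's coefficient 78.8% of the meiosis pairs and 79.1% of the pollen wall pairs were over the PCC threshold, where left-out arrays gave 84.9% to 87.8% and 90.7% to 93.5%. The PCC of *PAIR2* and *ZEP1*, of *DMC1A* and of *DMC1B* with *OsRAD17*, and of Os01g0293100 and *CYP704B2* stayed over 0.64 under the alternatives, with lowest values of 0.871, 0.648, 0.918 and 0.674. *OsMSH4* and *OsMSH5* reached 0.77 with normexp and 0.137 with Spearman's coefficient, against 0.456, and were at 0.359 to 0.517 with an array left out. Os09g0517700 and *OsTKPR2* reached 0.681 with replicates 1 to 3 alone and 0.707 with group means, against 0.575. The count of thioesterase correlations over the threshold was 1 and 6 in these settings, and ran from 0 to 1 with an array left out (1 without BC-pollen replicate 3). Genes of the 6 tables with their highest signal in the named group were 53.4% with 75th percentile scaling, 54.7% with normexp and 78.5% with the highest group mean, against 63.7%. The network of all genes held 61524 to 111404 pairs and the meiosis subnetwork 636 to 879 under the alternatives, within 1.5 times of 76018 and 742. The pollen wall subnetwork held 267 pairs with normexp and 273 with Spearman's coefficient, against 448. The cause was not tested for these either.

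Of 619 values of named genes under the alternatives, 589 stayed on their side of the threshold, 24 no longer passed it and 6 newly did. Of the 589, 30 had another sign, in genes not called in either setting. With an array left out, 1568 of 1584 values stayed on their side, 12 of them with another sign, and 16 no longer passed the threshold. BC-pollen and TET-microspore arrays had the fewest spots well above background, with medians of 44.9% and 44.4%, and a gene under background there has no measured order.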

Differences from the paper's values

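The paper's correlations and networks cover 176 arrays and those here 33 of them, so both values of each pair are on the same scale but not from the same samples. The alternatives for the sizes of the 2 subnetworks were chosen after the results were seen. The others were set before the data were examined. The error of a correlation or percentile is its standard error from leaving out each array in turn, and any gap beyond it was counted as a difference.

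The paper's 95th and 99th percentiles of random correlations are 0.48 and 0.65, and here they were 0.572 and 0.761. None of the 9 alternatives (75th percentile scaling, normexp with quantile normalization, VSN on the spot means, the deposited values, the mean of the probes, replicates 1 to 3 alone, Spearman's coefficient, group means and only genes well above background) gave values within the error of the paper's.

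Sizes of the subnetworks were taken to differ when they were more than 1.5 times apart. The paper's meiosis subnetwork has 187 genes and 346 pairs, and here it had 310 genes and 742 pairs. Under normexp with quantile normalization the number of genes no longer differed, under the other 7 settings it did, and the number of pairs differed under all 8. The paper's pollen wall subnetwork has 278 pairs, and here it had 448, over the limit of 1.5 times. The standard error of the 448 from leaving out each array in turn was 171, and the gap lies within it. A difference from the paper is therefore not established for these pairs. With 75th percentile scaling, normexp, the mean of the probes, replicates 1 to 3 alone and Spearman's coefficient the number of pairs was within 1.5 times. With VSN on the spot means, the deposited values and only genes well above background it was not. These settings were chosen after seeing the values.

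For *PAIR2* and *ZEP1* the paper's PCC is 0.844 and its mutual rank 6.48, and here they were 0.933 and 35.1, with none of the 8 alternatives within the error of the paper's values. For Os01g0293100 and *CYP704B2* the paper's PCC is 0.804 and its mutual rank 6.48. Here the PCC was 0.848, which no longer differed with 75th percentile scaling, normexp, replicates 1 to 3 alone or group means and still did with VSN on the spot means, the deposited values, the mean of the probes and Spearman's coefficient. The mutual rank here was 475.1 and differed under all 8 alternatives.

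For Os09g0517700 the paper's PCC with *OsPKSB* is 0.664 and that here was 0.437. With *CYP703A3* the paper's is 0.541 and that here 0.374. Both no longer differed with normexp, replicates 1 to 3 alone or group means, and did under the other 5 alternatives. The paper's PCC with *OsACOS5* is 0.584 and with *OsTKPR1* 0.598, and here they were 0.0635 and 0.284. Only normexp of the 8 alternatives brought these within the error. The paper's PCC with *CYP704B2* is 0.242 and with *OsPKSA* 0.46, and here they were -0.382 and -0.359, of another sign or size under all 8 alternatives. The paper has 2 correlations of Table 3 over the threshold and here there were 0, with 1 for replicates 1 to 3 alone and 6 for group means, and the count differed under all 8. Of the 91 correlations of Table 3, 42 had another sign here than in the paper, and 70 differed by more than 1 standard error or in sign. A change of sign was counted however near 0 the values lay.

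The paper links 8 pairs among the 7 sporopollenin biosynthetic genes of Table 3, and here 1 was linked, with 0 or 1 under all 8 alternatives.

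The paper places the 3 pollen wall guide genes in 1 subnetwork, and here they lay in 3 separate clusters. It places *OsMER3* in a cluster apart from the other guide genes, and here *OsMER3* lay in 1 cluster with 7 of them. The paper attributes that separate cluster to higher vegetative expression of *OsMER3*. Arrays of vegetative tissue were not analysed here, so that reason could not be examined. The paper connects *PAIR2* directly with *ZEP1*, and Os01g0293100 with *CYP704B2*, and neither pair was linked here, with mutual ranks over 10 in every alternative. It takes *OsMSH4* and *OsMSH5* as co-expressed, and their PCC here was 0.456, under the threshold except with normexp (0.77). It finds Os09g0517700 co-expressed with *OsPKSB* and *OsTKPR2*, and here only *OsTKPR2* passed the threshold, with replicates 1 to 3 alone (0.681) and with group means (0.707). It sorts genes into the groups of Tables S8, S10, S13, S15, S16 and S18 by their highest signal among 176 arrays, which would place the highest LM array of every listed gene in the named group, and here 63.7% of the genes had it there, with 53.4% to 78.5% under the alternatives.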

Other observations

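The tests on slides, scan days, brightness and the share of tapetum genes were chosen after the patterns were seen. Those on the genes of Table S18, on the shift between UN-microspore arrays and on the genes of Table S15 were set before their values were computed, but how the values of Tables S18 and S15 are read was refined after they were seen.

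BC-pollen replicates 7 and 8 had mean correlations of 0.90 and 0.924 with the TC-pollen arrays, and of 0.689 and 0.676 with the other arrays of their group. BC-pollen replicates 1, 2, 3 and 5 were nearest to UN-microspore among the other groups (0.786, 0.816, 0.756 and 0.703), and replicates 4 and 6 to TC-pollen (0.748 and 0.797). A shared slide is excluded for replicate 7, whose highest correlation with the UN-microspore arrays of its slide was 0.464, against at least 0.885 with TC-pollen. Replicate 8 shares its slide with all TC-pollen arrays, and its lowest correlation with them was 0.905. It correlated at 0.901 with replicate 7, on another slide of the same scan day, and at no more than 0.734 with replicates 1 to 6, which argues against its slide as the whole cause. Replicates 7 and 8 share their scan day with all TC-pollen arrays and with 2 of the 3 UN-microspore arrays. The day as the whole cause is argued against, since the mean correlation with the UN-microspore arrays of that day exceeded the correlation with the UN-microspore array of another day by 0.00441 at most, and none with a UN-microspore array of that day passed 0.48. Similar brightness is argued against, since all 6 other BC-pollen arrays had a share of spots well above background nearer to that of the TC-pollen arrays. TC-pollen material under a BC-pollen label stays open. The Table S18 genes, listed by the paper for BC-pollen, were above the TC-pollen mean by a median of 0.543 on the lower of the 2 arrays, beyond the 0.0959 of the highest TC-pollen array, but the authors chose these genes on arrays that include replicates 7 and 8. BC-pollen replicate 2, which was nearest to UN-microspore, lay only 0.137 above the TC-pollen mean, so the measure does not part the stages on every array. A sampling of later pollen within the bicellular stage may also be a source, and it was not tested.

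The genes that the paper lists for UN-tapetum (Table S16) and that were bright there stayed within a narrow range below it in UN-microspore. For 64 such genes the median difference was -1.34 on the log2 scale, with 5th and 95th percentiles of -2.29 and -0.579, and in the other groups the medians were -4.74 to -7.30. Tapetum RNA in the UN-microspore samples is a candidate explanation, since it would bring all abundant tapetum transcripts alike, and 1.56% of the genes lay more than 2 below the median. In the microspore arrays the medians were -1.80, -0.961 and -0.977. Between the arrays of highest and lowest median 93.8% of the genes shifted the same way, by a median of 0.995 beyond the shift of all genes, but the arrays were picked by these same genes, so this does not decide whether such RNA varies between arrays. A compression of all differences at the UN stage is not excluded. The genes listed for UN-microspore (Table S15, 142 bright ones) had a median of -2.29 in UN-tapetum, but the medians of other groups came as near, at -2.23 to -3.50. The spread of all differences (SD) was 1.11 at UN, 1.12 at TET and 1.39 at MEI. For TET-tapetum (Table S13) 54 bright genes had a median difference of -0.716 in TET-microspore and 0% lay more than 2 below it, where other groups had medians of -1.12 to -7.01, so the same explanation may apply there. For MEI-tapetum (Table S10) 54 genes had a median of -1.20 in MEI-microspore and 7.41% lay more than 2 below it. Medians of other groups were -0.89 to -2.84, so tapetum RNA and expression in the microspore cannot be told apart there, because these genes are also bright in other groups. Of the 64 genes of Table S16, 63 were well above background on all UN-microspore arrays, and of the 54 genes each of Tables S13 and S10 all were so on all arrays of TET-microspore and MEI-microspore. The authors chose the genes of these tables on arrays that include these, and expression of the same genes in the microspore itself stays open.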
